A study of Saccharomyces cerevisiae with 9 samples. Its data were reported in "Pathway connectivity and signaling coordination in the yeast stress-activated signaling network" (2014).

How the data were processed

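RNA from BY4741 wild type (WT) and from a strain without CKB1 and CKB2 (ckb12) was compared before and after 30 min in 0.7 M NaCl at 30°C, with 7 WT and 2 ckb12 cultures and 1 array each. The authors made labelled cDNA of both states, hybridised them together to 2-colour tiled NimbleGen arrays and normalized the signals. The deposited table holds log2 ratios, 1 value per gene or non-coding feature and array, with replicates kept apart and missing values left blank. The median of each array was between -0.00118 and 0.00016, so ratios are relative to the median feature of the array. The log2 scale was taken from the methods and legends of the study, and the direction, treated over unstressed, from the labels, the methods and the signs of known stress genes. Neither is written in the table. How tiles were combined into features, how background was corrected and which dim features were left blank are not stated in the material used here. The labels give the same dye to the treated channel of every array, while the methods mention dye orientation on select samples.

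No intensities were used, so signal over background is unknown and no value could be weighed by it. The number of arrays limits the precision. Groups and set letters came from the labels. For WT replicate 12 (set E) 1 label field adds the word mutant to the strain name, whereas its title and genotype say WT, and it was kept as WT. No column of the table was left unused.

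The genome build of the array design is not stated, so no coordinates are given. Gene symbols and neighbouring genes were taken from a RefSeq table of the R64 assembly, in which 6023 of 6942 feature IDs matched a locus tag. Other features keep the ID of the table. The 139 tRNA and 69 snoRNA features were recognised by their IDs, and these classes were formed after the data were seen. Of 6699 ORF-style IDs, 685 had no match.

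Statistics were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) on the deposited log2 ratios, with no further normalization, over features present on all arrays of a fit. A feature was called at a Benjamini-Hochberg adjusted p below 0.05. The WT response was the mean of 7 WT arrays against 0. The ckb12 response came from a group-means model of 9 arrays. The strain difference used the 4 arrays of sets A and B with the set letter as a block, 6600 features. The study's methods compare such mutants with their paired WT, and the pairing comes from the set letters, since the replicate numbers differ between strains. As a check, the deviations of same-set arrays from their group means correlated at -0.0433 across features, whereas the random-block fit of 9 arrays had a consensus correlation of 0.177 within sets. The 2 checks differ in sign, and with 2 pairs both are weak. WT arrays with a set letter (5) were compared with those without (2) in limma. The size of the response was the slope through the origin of each WT array on the mean of the other WT arrays, tested by an exact 2-sided permutation test.

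Gene lists were tested with limma's camera at a preset correlation of 0.01 on the paired fit, with Benjamini-Hochberg adjustment over 4 lists. The RP list (137 genes) was formed from gene symbols and the Hot1 list (67 genes) from the study. The iESR (56 genes) and RiBi (124 genes) lists were written from memory and may differ from published versions. Lists of 12 phosphate genes and 22 iron genes and of 3 genes that BY4741 lacks were also written from memory, after the data were seen. List means per array were compared by exact 2-sided permutation tests of 2 against 7 arrays.

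The groups, tests, alternatives and rules for naming features were chosen before the data were examined. The text names CKB1, CKB2, CKA1, CKA2, GPD1, HSP12, CTT1, STL1 and GRE2. For the WT response it also names the 5 largest mean rises and the 5 largest mean falls among calls with the same direction on all 7 arrays. For the strain difference these are up to 5 calls each way with the same sign in both sets, and for the set letters the 3 largest calls each way whose arrays do not overlap. Other features are named as chosen after their values were seen.

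Alternatives were centring on the array median, quantile normalization, scaling to an equal median absolute deviation (MAD), fits with missing values, a Storey-type q value, ORF-style features only, robust eBayes, a minimum change of 1 on the log2 scale, a minimum difference of 1.5-fold, the strain fit without the block on 4 or 9 arrays or with the set as a random block, a rule of WT mean ± 2 SD, camera with an estimated correlation, fry, list medians, lists without shared genes, other measures of response size, and leaving out single arrays.

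Each fit was tested on simulated data, with 200 of 6129 features changed and 10 simulations per size of change. For changes of 1 on the log2 scale, the share recovered was 98.5% for the WT response, 88.3% for the ckb12 response, 7.75% for the paired difference, 78.2% for 2 against 7 arrays and 73.2% for the set-letter comparison. For changes of 2 it was 100%, 99.2%, 96.1%, 98.3% and 98.2%. In the paired fit 6 of 10 simulations with changes of 1 gave no call. Camera and fry were tested in 100 simulations per list with no strain difference, and so was fry without the block against 7 WT arrays, which was added after the data were seen.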

Results

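Transcript changes after salt shock were measured in budding yeast of the laboratory strain BY4741. Each array compared cDNA from a culture treated with 0.7 M NaCl for 30 min at 30°C with cDNA from the same strain before stress. The 9 arrays fell into 7 of wild type (WT) and 2 of ckb12, a strain that lacks CKB1 and CKB2, the genes for both regulatory subunits of the protein kinase CK2. Sets A and B each held 1 WT and 1 ckb12 array. WT replicates 10, 11 and 12 carried the set letters C, D and E, and WT replicates 1 and 2 carried none.

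Each value was a log2 ratio of treated over unstressed signal for a gene or non-coding feature. The direction came from the labels, in which the treated culture is channel 1, and from the signs of stress-induced and ribosomal protein genes. Neither it nor the log base is written in the table. Of 6942 features, 6129 had a value on all 9 arrays, and single arrays held between 6205 and 6812 values. The SD of the log2 ratios across features ranged from 1.22 to 1.41. Across features, which are not independent replicates, pairs of WT arrays correlated with r between 0.884 and 0.977 (21 pairs). The ckb12 arrays correlated with each other at 0.946 and with WT arrays at 0.856 to 0.960 (14 pairs). No pair of arrays held identical values. Signal intensities were not used here, so the level of each transcript is unknown, and the number of arrays limits the precision of every mean.

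The deleted genes were read first. CKB1 (YGL019W) fell on all 7 WT arrays, with a mean of -0.60 ± 0.20 (SD, n = 7), and had ratios of 0.97 and 0.44 on the ckb12 arrays. CKB2 (YOR039W) averaged -0.18 ± 0.18 in WT (SD, n = 7) and 0.76 ± 0.07 in ckb12 (SD, n = 2). For both genes every ckb12 value lay above every WT value. Against all 7 WT arrays the differences were 1.31 for CKB1 and 0.94 for CKB2, with adjusted p-values of 0.0164 and 0.0206 (limma, Benjamini-Hochberg). In the paired comparison neither passed, at adjusted p-values of 0.113 and 0.119 (limma, Benjamini-Hochberg). GET1 (YGL020C), which neighbours CKB1 in the R64 assembly, was also higher in ckb12, by 1.09 (adjusted p 0.0208, limma with Benjamini-Hochberg). A ratio taken within a strain gives no transcript level, so these values could not show the deletion itself, but they separated the arrays as the labels do. The genes for the catalytic subunits, CKA1 (YIL035C) and CKA2 (YOR061W), averaged -0.0070 ± 0.24 and -0.62 ± 0.20 in WT (SD, n = 7) and 0.12 ± 0.31 and -0.48 ± 0.29 in ckb12 (SD, n = 2). Neither differed between strains in limma, with differences of 0.16 and 0.079 and Benjamini-Hochberg adjusted p-values of 0.741 and 0.858. Against all 7 WT arrays, with no block, the differences were 0.13 and 0.14, and they changed sign without ckb12 replicate 2, to -0.093 and -0.063.

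The WT arrays asked which transcripts respond to NaCl. In limma with Benjamini-Hochberg adjustment, 4725 of 6129 features changed (77.1%), of which 2235 rose and 2490 fell. A further condition of a mean change of at least 1 on the log2 scale moved this count most, to 1761, with 770 higher and 991 lower. On all 7 arrays 1889 features were above 0 and 2236 were below it, together 67.3% of the features, where chance alone would give 1.56%. Leaving out single WT arrays gave between 4524 and 4875 calls. In this comparison 200 simulated changes of 1 on the log2 scale were recovered at 98.5%.

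The largest mean rises among features that rose on all 7 WT arrays were those of HSP12 (YFL014W) at 8.45 ± 0.48, STL1 (YDR536W) at 8.26 ± 0.72, RTC3 (YHR087W) at 7.98 ± 0.48, PHM7 (YOL084W) at 7.62 ± 0.72 and FMP48 (YGR052W) at 7.43 ± 0.52 (SD, n = 7). The largest mean falls were those of NSR1 (YGR159C) at -4.53 ± 0.46, AAH1 (YNL141W) at -4.36 ± 0.34, PHO84 (YML123C) at -4.26 ± 0.63, HO (YDL227C) at -4.21 ± 0.44 and PHM6 (YDR281C) at -3.95 ± 0.26 (SD, n = 7). The highest adjusted p among these 10 features was 1.2e-08, for PHO84 (limma, Benjamini-Hochberg). Among the other genes fixed for reporting, GPD1 (YDL022W) averaged 5.31 ± 0.54, CTT1 (YGR088W) 7.07 ± 0.35 and GRE2 (YOL151W) 4.67 ± 0.36 (SD, n = 7), each higher on all 7 arrays.

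The ckb12 arrays asked the same in the mutant. With the spread shared between strains, limma and Benjamini-Hochberg adjustment called 3864 of 6129 features (63.0%), 1678 higher and 2186 lower. Requiring a change of at least 1 on the log2 scale left 1945, with 771 higher and 1174 lower. Of the features called in each strain, 3665 were shared and 3654 of these moved the same way. A further 1060 were called in WT only and 199 in ckb12 only, which does not show that they differ between strains, since 7 and 2 arrays find different numbers of equal changes. In simulations the ckb12 arrays recovered 88.3% of changes of 1 on the log2 scale.

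**Figure D1:**
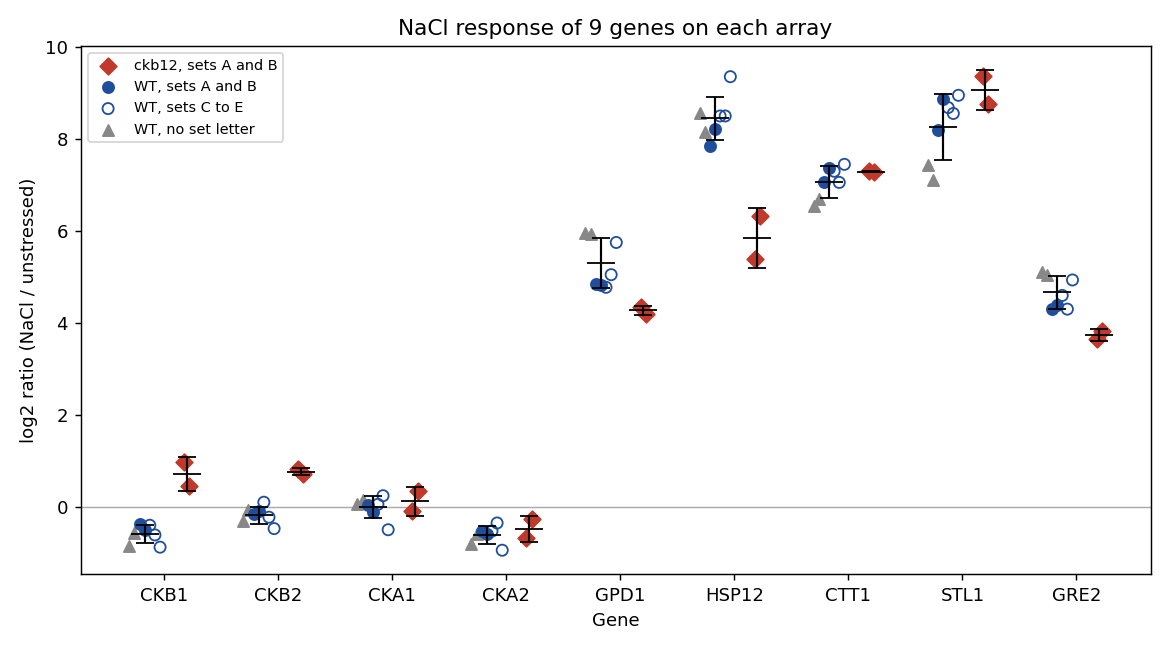
Log2 ratio of treated over unstressed signal (vertical axis) for the 9 genes fixed before the data were examined (horizontal axis), with 1 symbol per array and bars for the mean ± SD of 7 WT and 2 ckb12 arrays. CKB1 and CKB2 lie higher in ckb12 than on any WT array, and HSP12 lies lower, at 5.86 against 8.45 in WT.

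The difference between ckb12 and WT tests whether the CK2 regulatory subunits are needed for the transcript response. A call was termed defective where the mutant's mean response was smaller in size than that of its paired WT arrays and amplified where it was larger. Over the 4 arrays of sets A and B, with the set as a block, limma and Benjamini-Hochberg adjustment called 1 of 6600 features. At an unadjusted p below 0.05 there were 1096 features, 405 higher and 691 lower in ckb12, or 424 defective and 672 amplified. The adjusted count of 1 moved most when only features with open reading frame (ORF) names were fitted, to 572 calls, with 206 higher and 366 lower (1403 at an unadjusted p below 0.05). With 1 residual degree of freedom, the paired design recovered 7.75% of simulated changes of 1 on the log2 scale and 96.1% of changes of 2, and 27.9% and 10.7% of its calls were wrong. For changes of 1, 6 of 10 simulations gave no call and a single one found 147 of its 200 changes, so the shares for that size rest largely on 1 run. The same sign in both sets was seen for 4206 features (63.7%). Across features the differences of set A correlated with those of set B at r = 0.216 (Spearman's rho 0.388).

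The called feature was CDA2 (YLR308W), a chitin deacetylase gene. It differed by 4.22 in set A and 3.93 in set B, a mean of 4.08 (SE 0.16, adjusted p 0.0129, limma with Benjamini-Hochberg). Its WT values ranged from -3.12 to 1.24, with a mean of -0.63 ± 1.93 (SD, n = 7), and its ckb12 mean was 1.19 ± 0.55 (SD, n = 2). Against all 7 WT arrays it differed by 1.82, with an adjusted p of 0.495 (limma, Benjamini-Hochberg). The difference was therefore within the spread of the WT cultures, and it was past the threshold only against the WT arrays of sets A and B. It was defective beside its paired WT arrays and amplified beside the 5 other WT arrays.

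**Figure D2:**
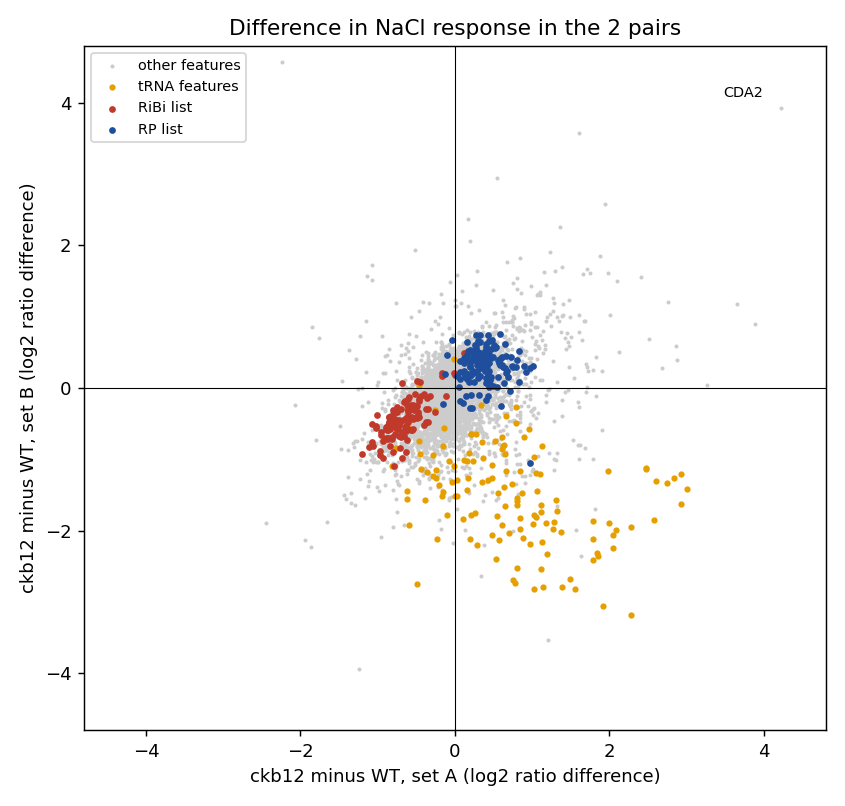
Difference in log2 ratio between ckb12 and WT in set A (horizontal axis) and set B (vertical axis), with 1 point for each of 6600 features. RiBi genes, for ribosome biogenesis, are in red, ribosomal protein (RP) genes in blue and tRNA features in orange. The tRNA features had a median of 0.65 in set A and -1.46 in set B.

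Against all 7 WT arrays, with no block, limma and Benjamini-Hochberg adjustment called 70 of 6129 features, 22 higher and 48 lower in ckb12, or 30 defective and 40 amplified. All 70 had the same sign in the paired comparison, which shares the ckb12 arrays. That sign was fixed and is no separate support, since both ckb12 values of each lay beyond every WT value on the same side. Of all features, 1064 (17.4%) had ckb12 values outside the WT range in this way, where chance gives 5.56% on average over all splits of the arrays. Features are not independent, so a single split can depart from that average without a strain effect. The fit with no block recovered 78.2% of simulated changes of 1 on the log2 scale. With the set as a random block the count was 95, which included all 70. The following features were chosen after their values were seen, as the calls with the largest differences. DIA3 (YDL024C) was higher in ckb12 by 1.84, IZH4 (YOL101C) by 1.75, YHR214C-E by 1.60 and DAN1 (YJR150C) by 1.56. PHM6 averaged -2.45 in ckb12 against -3.95 in WT. HSP12 differed by -2.59, NTS1-2 by -2.12, RTC3 by -1.89, YHR007C-A by -1.68 and RIM4 (YHL024W) by -1.55. Their adjusted p-values ranged from 0.0113 for RIM4 to 0.0456 for DIA3 (limma, Benjamini-Hochberg). HSP12 averaged 5.86 ± 0.65 in ckb12 (SD, n = 2), and its paired difference of -2.17 (SE 0.19) missed the threshold, with an adjusted p of 0.0752 (limma, Benjamini-Hochberg).

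GPD1, GRE2, CTT1 and STL1 did not pass in either comparison. In ckb12 GPD1 averaged 4.27 ± 0.10, GRE2 3.74 ± 0.13, CTT1 7.30 ± 0.01 and STL1 9.08 ± 0.43 (SD, n = 2). The paired differences were -0.57 for GPD1, -0.60 for GRE2, 0.074 for CTT1 and 0.54 for STL1, with adjusted p-values of 0.180, 0.165, 0.851 and 0.462 (limma, Benjamini-Hochberg). CTT1 and STL1 changed sign when arrays were scaled to an equal median absolute deviation, to -0.53 and -0.18.

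Gene lists were compared between strains as in the study's work on the environmental stress response. This is a common program in which the iESR genes rise while RP and RiBi genes fall. In WT the list means were 4.05 ± 0.17 for 56 iESR genes, -2.05 ± 0.22 for 137 RP genes and -2.56 ± 0.19 for 124 RiBi genes (SD, n = 7 arrays). A list of 67 targets of Hot1, a transcription factor of the osmotic response, averaged 3.32 ± 0.16 (SD, n = 7 arrays). In ckb12 the means were 3.83 ± 0.04 for iESR, -1.71 ± 0.08 for RP, -3.10 ± 0.07 for RiBi and 3.34 ± 0.01 for Hot1 targets (SD, n = 2 arrays).

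RP genes were less repressed in ckb12, by 0.38 in set A and 0.30 in set B, a mean of 0.34 with 130 of 136 genes positive. RiBi genes were more repressed, with differences of -0.66 and -0.44, a mean of -0.55 and 119 of 124 genes negative. The camera test of limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 4 lists, gave adjusted p-values of 1.8e-26 for RP and 7.4e-29 for RiBi. In the paired fit neither call held with an estimated correlation (adjusted p 0.155 and 0.511) or with limma's fry test (adjusted p 0.154 for both). Against all 7 WT arrays, a test added after the data were seen, fry gave Benjamini-Hochberg adjusted p-values of 0.144 for RP and 0.0181 for RiBi. In simulations without a strain difference, in which a list's genes shift together between arrays as they did in WT, camera passed 0.05 in 85 of 100 runs for RP and 63 of 100 for RiBi. For both lists the ckb12 arrays lay outside all 7 WT arrays, and an exact 2-sided permutation test of 2 against 7 arrays gave 0.0556, the smallest p that 36 splits allow, or 0.0741 after Benjamini-Hochberg adjustment. Quantile normalization moved the RiBi difference most, to -0.19, and the direction of both lists was the same under each scaling.

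The iESR list differed by -0.13 in set A and -0.16 in set B, a mean of -0.14 with 33 of 56 genes negative, and its camera test did not pass (limma, adjusted p 0.241). Both ckb12 arrays lay below all 7 WT arrays, and the exact 2-sided permutation test again gave 0.0556. The Hot1 list differed by 0.16 and -0.014, a mean of 0.071 and a median of 0.15 with 38 of 67 genes positive. Its camera test passed at an adjusted p of 0.0119 (limma, Benjamini-Hochberg), but it did not hold with an estimated correlation or with fry (adjusted p 0.511 and 0.454). The exact 2-sided permutation test over arrays gave 0.611, and the mean changed sign to -0.20 when arrays were scaled to an equal median absolute deviation. Under that scaling the iESR difference was -0.47 and its camera test passed.

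Within lists, paired calls adjusted over the list alone by limma and Benjamini-Hochberg numbered 84 for RiBi, 17 for Hot1 targets, 3 for iESR and 0 for RP, and adjusted over all features there were 0 in each. At an unadjusted p below 0.05 there were 96, 27, 15 and 54. Against all 7 WT arrays the counts adjusted over the list alone were 75, 9, 4 and 2, beside 6, 3, 2 and 1 over all features. The Hot1 list is the study's own. Whether these arrays entered its choice is not stated in the material used here, so the count over that list alone was not treated as independent evidence. The iESR and Hot1 lists shared 13 genes.

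**Figure D3:**
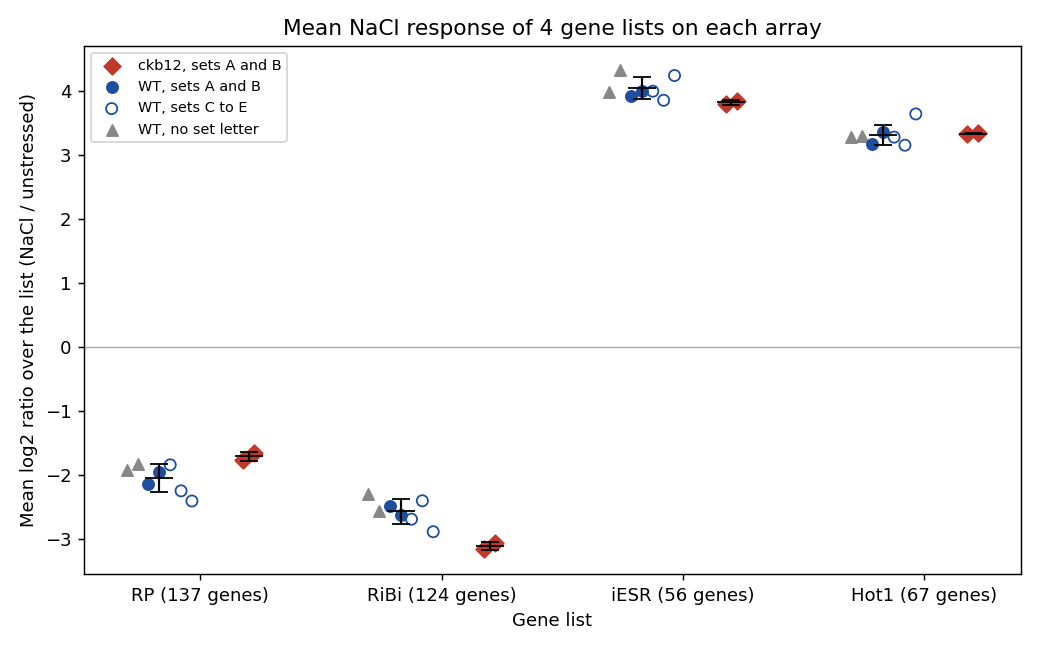
Mean log2 ratio over each of 4 gene lists (vertical axis), with 1 symbol per array and bars for the mean ± SD of 7 WT and 2 ckb12 arrays. The RP means are less negative and the RiBi means more negative in ckb12 than on any WT array, while the Hot1 means lie among those of WT.

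The set letter is the only batch given in the labels, and WT arrays with and without a letter were compared to see how far cultures of 1 strain differ. Between the 5 set-labelled and the 2 unlabelled WT arrays, limma with Benjamini-Hochberg adjustment called 28 of 6129 features, 21 higher and 7 lower on the set-labelled arrays. Among alternatives that kept both unlabelled arrays, leaving out WT replicate 12 moved this count most, to 108. The largest non-overlapping differences were 3.97 for SLZ1 (YNL196C), 3.37 for YIR018C-A and 2.89 for FIT1 (YDR534C). The largest in the other direction were -1.75 for PTR2 (YKR093W), -1.39 for ARO10 (YDR380W) and -1.36 for CIS1 (YLR346C). SLZ1 averaged 3.30 ± 0.39 on set-labelled arrays (SD, n = 5) and -0.67 ± 1.56 on unlabelled ones (SD, n = 2). YIR018C-A averaged 1.47 ± 0.34 and -1.89 ± 0.32, FIT1 1.70 ± 0.49 and -1.18 ± 0.28, and PTR2 0.08 ± 0.38 and 1.82 ± 0.19. ARO10 averaged 3.39 ± 0.19 and 4.78 ± 0.10, and CIS1 -0.45 ± 0.16 and 0.91 ± 0.31. The adjusted p-values of these 6 features ranged from 0.00124 for YIR018C-A to 0.0256 for PTR2 (limma, Benjamini-Hochberg). With single set-labelled arrays left out, PTR2 lost its call without WT replicate 8, 9 or 11, and the others kept theirs. Leaving out WT replicate 1 or 2 leaves 1 unlabelled array, so whether a call would hold there cannot be judged. All 6 differences kept their direction in those fits, which the choice of non-overlapping features had fixed in advance. The difference of SLZ1 was 5.07 without WT replicate 1 and 2.87 without WT replicate 2. STL1, among the fixed genes, was also called, at 8.65 against 7.28 (adjusted p 0.0347, limma with Benjamini-Hochberg).

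The overall size of the response was compared as the slope of each WT array on the mean of the others. The set-labelled arrays averaged 1.003 ± 0.0354 (SD, n = 5) and the unlabelled arrays 0.954 ± 0.00196 (SD, n = 2), a difference of 0.0484. An exact 2-sided permutation test gave 0.0952, the smallest p that 21 splits allow, so this design could not reach 0.05.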

Values the study reported

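The study counted 5056 genes whose expression changed in wild type after NaCl, from 5 biological replicates. For the strain without CKB1 and CKB2, measured in 2 replicates, the study listed 129 defective genes, with smaller changes than wild type, and 176 amplified genes, with larger changes. It also states that rESR genes, a group holding both RP and RiBi genes, were repressed more strongly in this strain. By the list means above, RiBi genes moved in that direction and RP genes in the opposite one.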

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

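The tests of array scale on the RP and RiBi lists, of the spread between WT cultures (with fry against 7 WT arrays), of CDA2, of the genes that flank the deleted loci, and for WT replicate 12 of a swap and of scale, except on its residual, were chosen only after their results were seen. The other tests of explanations below were also added after the patterns had been seen, but before their own results.

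Of 32 values compared over the 7 WT arrays, 4 had 1 array far from the others by Dixon's test, which chance alone gives for about 1 in 20 values. WT replicate 2 had 6205 features, where the nearest WT array had 6575. The 314 features missing only there among the WT arrays had a median SD of 0.53 over the other 6 WT arrays, against 0.22 for the 6129 features present on all 7. They may therefore be dim features near a detection limit, though intensities were not examined. No biological explanation was tested.

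The other 3 values belong to WT replicate 12. Its log2 ratios had an SD of 1.41, with the nearest WT array at 1.29, its Hot1 list mean was 3.65 beside 3.36, and its AAH1 ratio was -3.66 beside -4.29. After scaling to an equal MAD its SD of 1.24 was within the range of the other WT arrays (highest 1.32), which division by its own spread nearly fixes, so this test is void. Its Hot1 mean became 3.24 (others 3.03 to 3.48, over genes present on all 9 arrays). For both values, array scale and a larger response of that culture cannot be told apart, since either would widen the whole array. Scale is argued against for AAH1 by direction alone, since a wider array would make a fall larger, and this fall was the smallest. Scaling could only leave AAH1 least repressed there, at -3.27 with the nearest array at -4.18, so it is no separate test. After scaling, the residual SD of WT replicate 12 from the other WT arrays was still the largest, at 0.44. WT replicate 2 had 0.43, so this value does not decide. A swap with a ckb12 array is argued against by its CKB1 ratio of -0.88, the lowest of the 7 WT arrays, while both ckb12 arrays lay above 0. A culture that differed from the others, or another strain, might still explain the AAH1 ratio. The labels place no biological factor on this culture, except for the word mutant in 1 field, and no biological explanation was tested.

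The RP list was less repressed in ckb12, with a paired mean of 0.34, and the RiBi list more repressed, with -0.55. A difference in array scale is argued against as the whole cause, since it would move both lists the same way, and the RP difference was still positive after MAD scaling, at 0.50. Part of the RiBi difference did move with scale, to -0.32 under MAD scaling and -0.19 under quantile normalization. Gene length is argued against, since 93.9% of the RP and 99.6% of the RiBi difference was left after a trend on length was removed. The size of the WT response was tested on 10000 random lists matched on it. Their median was -0.29 for RP against an observed 0.35 over 135 genes, and -0.16 for RiBi against an observed -0.55. Both lists lay outside every random list. However, the pool for each list held the genes of the other, which moved the opposite way. Genes were also drawn singly, so the random lists leave out shared shifts of a list. How far response size accounts for either difference is therefore not decided by this test. The spread between WT cultures stays open for RP, since 1 of 21 pairs of WT arrays differed from the other 5 by as much as the ckb12 arrays did from WT (0.39 against 0.34), and fry in limma against 7 WT arrays gave a Benjamini-Hochberg adjusted p of 0.144. Under the 3 scalings 0 of 21 pairs did, and the adjusted p of fry was 0.0208 after quantile normalization, 0.0515 after centring and 0.0502 after MAD scaling. For RiBi that spread is argued against, since 0 of 21 pairs differed as much (0.31 against -0.54), also under each scaling, and fry gave an adjusted p of 0.0181, though 0.0666 after MAD scaling. In simulations with shared shifts and no strain difference, this fry test passed 0.05 in 5 of 100 runs for RiBi. A role of the CK2 regulatory subunits in limiting the repression of RiBi transcripts is a possible explanation, from 2 ckb12 cultures only and found on these same arrays.

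The Hot1 list was called by camera in limma with a paired mean of 0.071. It was neither called by fry nor with an estimated correlation, its sets had differences of 0.16 and -0.014, and its sign turned at -0.20 under MAD scaling. In simulations with shared shifts and no strain difference, camera passed 0.05 in 62 of 100 runs for this list and fry in 7 of 100. A shared shift of the list between cultures is therefore a candidate explanation of the camera call, and a role of the CK2 regulatory subunits at Hot1 targets was not resolved at the size measured here.

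CDA2 was higher in ckb12 by 4.08 in the paired comparison. Its SD over the 7 WT arrays was larger than that of 99.97% of the features, and its WT values in sets A and B were the 2 lowest of 7. The call may therefore come from the WT cultures of those sets, since the difference fell to 1.82 against all 7 WT arrays and lost its call. An effect of the deletion is not excluded by these values.

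CKB1 moved in opposite directions in the strains, with a mean of 0.71 in ckb12 and -0.60 in WT, and the difference passed against all 7 WT arrays in limma. A deleted gene has no transcript, so an explanation was sought in the measurement. Genes that BY4741 lacks had mean ratios up to 0.80 from 0 over the 9 arrays (LEU2 at -0.80 ± 1.62, SD, n = 9), so ratios of absent transcripts need not be near 0. Of the 4 genes that flank CKB1 and CKB2, 2 were among the 5% of features that differed most between strains, GET1 by 1.09 and GLO4 by -0.53. JAC1 differed by 0.00 and HIR2 by -0.11. Transcription from the deletion cassette or a neighbour is a candidate explanation for CKB1, as is background, and these could both hold.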

How the results depend on the processing

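All alternatives in this part were planned, except 2 tests added after the data had been seen, the fit that kept the prior of all features and fry against 7 WT arrays without the block. Of the results that answer a comparison, the WT and ckb12 response counts stayed within 1.5 times under every alternative except a minimum change of 1 on the log2 scale, which left 1761 and 1945 calls by construction. Leaving out single arrays gave 4524 to 4875 and 2905 to 3148 calls. The slope difference kept its direction throughout, between 0.0338 and 0.0604 without single arrays.

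The strain difference depended on the fit. Beside 1 paired call, 1 higher, limma gave 1 after centring or quantile normalization, 2 after MAD scaling (1 higher and 1 lower, CDA2 and HSP12), 572 over ORF-style features (206 higher, 366 lower), and 178 with robust eBayes (71 higher, 107 lower). Without the block, the same 4 arrays gave 0 calls (1022 at an unadjusted p below 0.05), and 2 against 7 arrays gave 70. With the set as a random block there were 95. The rule that both ckb12 arrays lie outside the WT mean ± 2 SD gave 465 features (126 higher, 339 lower, or 147 defective and 318 amplified), with no adjustment. Without single arrays of sets A and B, on the unpaired fit, limma called 0 to 44, with 24 without WT replicate 8, 44 without WT replicate 9 and 0 without either ckb12 array. The unadjusted counts without a ckb12 array were 730 and 443. The remaining ckb12 array is then assumed to vary like WT. The prior degrees of freedom of the paired fit were 3.92 over all features, 12.1 over ORF-style ones and 6.16 with robust eBayes, against 1 residual degree of freedom. With the prior of all features kept, ORF-style features gave 1 call, so the rise to 572 came through the prior.

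For the lists, camera with an estimated correlation and fry, both on the paired fit, left the means of 0.34 for RP, -0.55 for RiBi and 0.071 for Hot1 targets as they were and lost all 3 calls. Against 7 WT arrays without the block, fry in limma kept the RiBi call (-0.54, Benjamini-Hochberg adjusted p 0.0181) and gave none for RP (0.34) or Hot1 targets (0.038). MAD scaling gave the iESR list -0.47 and a camera call, and turned the Hot1 list to -0.20 with no call. The SD of the log2 ratios was 1.33 and 1.34 on the ckb12 arrays and 1.26 and 1.29 on their paired WT arrays. Scaling to an equal spread makes ratios of wider arrays smaller in size, and both of these induced lists moved that way. Whether the wider ckb12 arrays reflect array scale or a larger response was not tested. Without single arrays the means of the unblocked fit ranged from 0.29 to 0.40 for RP, -0.59 to -0.50 for RiBi, -0.25 to -0.20 for iESR and 0.013 to 0.044 for Hot1 targets. With all 9 arrays they were 0.34, -0.54, -0.23 and 0.038. The Hot1 call was lost without WT replicate 8 (0.013) and without ckb12 replicate 1 (0.044), and without genes shared with iESR the mean was 0.17. With camera at the preset correlation the block changed no call of a list, and among CDA2 and the genes fixed beforehand it changed no call other than those below.

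Between set-labelled and unlabelled WT arrays the 28 calls became 12 without WT replicate 8 or replicate 9 and 18 without replicate 10. They became 17 without replicate 11 and 108 without replicate 12 (44 higher, 64 lower). Without replicate 1 or 2 only 1 unlabelled array is left, so no count is given for those fits. MAD scaling gave 32, with 59.4% higher against 75%. The cause was not tested.

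Among named genes, 293 alternatives left the direction and call as they were. CKA1 in WT (-0.0070) turned to 0.037 after centring and ranged from -0.049 to 0.075 without single arrays. The strain differences of CKA1 and CKA2 without the block, 0.13 and 0.14 on 9 arrays, ranged from -0.093 to 0.35 and from -0.063 to 0.34 without single arrays. Under MAD scaling CTT1 turned to -0.53 and STL1 to -0.18, and quantile normalization moved the paired STL1 difference from 0.54 to 0. None of these was a call in the comparison concerned. CKB1, CKB2 and HSP12 gained calls without the block on 9 arrays (1.31, 0.94 and -2.59) and with the random block, and CDA2 lost its call in both and in the unblocked fit of 4 arrays. CKB2 in WT gained a call without WT replicate 10 (-0.22). Signal over background limits all of these in ways that the ratios do not show.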

Other observations

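The tests of array design, of short RNAs and of tRNA features were chosen only after their results were seen. The tests of the variance prior, of other WT pairs and of the iron and phosphate genes were added after the patterns had been seen, but before their own results.

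In the paired fit in limma 424 features were defective and 672 amplified at an unadjusted p below 0.05. The rule of WT mean ± 2 SD gave 147 and 318, with no adjustment. After Benjamini-Hochberg adjustment the fit of ORF-style features gave 228 and 344, robust eBayes 93 and 85, the random block 35 and 60, and 2 against 7 arrays 30 and 40. The paired fit of all features called 1 defective and 0 amplified after the same adjustment. Those counts of the paired fit are lower than the ones quoted from the study above. The unadjusted counts of the paired fit, those of the WT mean ± 2 SD rule and those of ORF-style features were higher than the quoted ones. Those of robust eBayes, the random block and 2 against 7 arrays were lower. By its methods, the study called duplicated validation mutants in limma at a q below 0.05, and its counts include non-coding RNAs. It used the rule of 2 SD for duplicates among its other mutants. These counts thus differ in threshold, features or arrays, and their order alone does not speak for or against those of the study.

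The tRNA features differed between arrays of the same strain. Their median log2 ratio was -0.12 on ckb12 replicate 1 and -1.39 on ckb12 replicate 2. In WT it was -0.95 on replicate 11, -0.70 on replicate 8 and 0.51 on replicate 12, while medians of ORF-style features stayed between -0.03 and 0.03. In set A the 133 tRNA features had a median difference of 0.65 and in set B of -1.46, and 104 of them (78.2%) were higher in set A and lower in set B. Of 6377 ORF-style features, 14.2% were. The set medians kept their signs under each scaling, the smallest being 0.65 after centring and -1.32 after quantile normalization. The snoRNA features, another class of short RNA, moved with them. Over 9 arrays the medians of both classes had a Pearson r of 0.868 (exact permutation p 0.00284, adjusted 0.00853) and a Spearman rho of 0.883 (exact permutation p 0.00308, adjusted 0.00923), with Benjamini-Hochberg adjustment over 3 sets of arrays. Over the 7 WT arrays alone r was 0.825 (exact permutation p 0.0254, adjusted 0.0381). Without the 2 arrays farthest from the tRNA median, ckb12 replicate 2 and WT replicate 11, r was 0.580 (exact permutation p 0.173) and rho 0.750 (exact permutation p 0.0663). Neither passed 0.05, so the relation rests in part on those arrays, and leaving out extremes also narrows the range. A candidate explanation is that short RNAs were recovered or labelled in differing amounts before or after stress. A biological change in both classes was not tested.

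These features bear on the number of paired calls. With the tRNA features left out, limma called 324 of 6467 features (122 higher, 202 lower), 320 of which were among the 572 called over ORF-style features alone. Leaving out 133 random ORF-style features, in 100 draws, gave 0 or 1 call. Without tRNA and snoRNA features there were 499. The prior degrees of freedom rose from 3.92 to 7.41 and 10.3. With the prior of all features kept, ORF-style features gave 1 call. The low count of the paired fit may therefore come from a prior that is set by a small class of features that vary between arrays, rather than from a lack of differences. The share of wrong calls among the high counts was not tested in simulations. Of the 70 features called against 7 WT arrays, 67 were also among the 572.

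The strain difference was set beside differences within WT. When each pair of WT arrays was compared with the other 5, limma gave 0 calls for 20 of 21 pairs, with 35 to 682 features at an unadjusted p below 0.05, and 28 calls for the pair of unlabelled arrays. The ckb12 arrays against 5 WT arrays gave 0 to 157 calls over the 21 choices of those 5, with a median of 26 and no call in 6. The count for the unlabelled pair was thus reached by 1 of 21 pairs, itself, which argues against the spread of any pair of WT cultures as its whole source. The features given values differed between the groups, since 107 were missing from both unlabelled arrays and present on the other 7. Conversely, 35 had a value on an unlabelled array and on no other array. Among those 35 were rRNA features such as RDN18-1 and RDN25-1, so culture days alone are argued against as the source of these blanks. Another array design or filter stays open as a source of the 28 calls. For the calls it cannot be told apart from a difference between culture days. No biological explanation was tested for the split as a whole.

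For FIT1, 1 of the features higher on set-labelled WT arrays, a difference in iron supply was tested on 22 other iron genes. They averaged 0.20 higher, with 16 of 22 positive, and 0.20 to 0.24 higher under the 3 scalings. Camera in limma gave a p of 0.000134, but fry gave 0.231 and camera with an estimated correlation 0.209. An iron effect may be present, and the tests do not decide it.

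Against 7 WT arrays, PHM6, PHO8, PHO11 and PHO12 had higher ratios in ckb12, by 1.37 for PHO8, 1.11 for PHO11 and 1.18 for PHO12, and these genes were picked after their values were seen. The other 12 phosphate genes averaged 0.32 higher, with 11 of 12 positive and PHO84 the exception at -0.83. The set passed in limma under camera (p 1.4e-05), camera with an estimated correlation (0.00286) and fry (0.000372). The list mean was -1.60 ± 0.09 in WT (SD, n = 7) and -1.31 and -1.24 in ckb12. An exact permutation test gave 0.0556, the smallest p that 36 splits allow. Of 21 pairs of WT arrays, 0 differed as much from the others, the largest at 0.15. The mean was 0.43 after quantile normalization and 0.38 after MAD scaling. In the paired fit it was 0.27, with 10 positive, and fry did not pass (p 0.058). A candidate explanation is that repression of phosphate genes by NaCl is weaker without the CK2 regulatory subunits. A difference in phosphate state between the cultures before stress would give the same ratios and was not tested.

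For 3 features, values were present on both ckb12 arrays and on no WT array. YGR035W-A had ratios of 1.81 and 0.13, YNL103W-A 1.90 and 0.73, and YOR282W 1.73 and 0.46.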
